A study of Mus musculus with 6 samples. Its data were reported in "Death Induced by Survival gene Elimination (DISE) correlates with neurotoxicity in Alzheimer’s disease and aging" (2024).

How the data were processed

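Small RNAs bound to Argonaute proteins were measured in the cortex with the hippocampus of BL6 mice of 2 ages: 3 mice of 2 months (2M) and 3 mice of 18 months (18M). Argonaute is the protein of the RNA-induced silencing complex (RISC) that holds the small RNA. In Ago-RP-Seq, Ago1-4 are pulled down with a peptide of the protein GW182, and the RNA that comes with them (R-sRNA) is sequenced on an Illumina HiSeq instrument. According to the methods of the study, reads were demultiplexed and trimmed, identical reads were collapsed into a table of read sequences, rare reads were removed, and sequences were matched to lists of mouse small RNAs with the SPOROS pipeline. The deposited values are in RPM, the usual per-library scaling of reads, for which the authors brought each library to the same total. Tool versions for these steps were not stated. Each sequence carries the viability of its 6mer seed, read positions 2 to 7. The authors give this viability as the percent of surviving cells after transfection of an siRNA with that seed, averaged over 3 mouse cell lines. A low viability is called a toxic seed.

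The table held 143934 read sequences, and none of its per-sample columns lay outside the 6 libraries. Its lowest total over the 6 libraries was 6 reads. Within each library all values (100%) lay within 0.017 of a step of a whole multiple of a single step, so whole reads were recovered. These were 20983547, 25080484 and 20977694 reads in 2M replicates 1, 2 and 3, and 19272046, 23447783 and 21884738 reads in 18M replicates 1, 2 and 3. A floor of 3 reads was 0.120 to 0.156 RPM. In the smallest library, a share of 20% had a Wilson 95% interval of ± 0.0179 percentage points. Intervals and floors cover counting error only, since reads were counted without molecular identifiers. No pair of libraries was a duplicate: the chi-square per degree of freedom between libraries was at least 16.1.

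Groups came from the sample titles. The main test of read sequences, of miRNAs (all reads of a miRNA label added up) and of seeds was limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 on log2(RPM + 1), for features with a mean of at least 10 RPM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on that log2(value + 1) scale, which understates the change of low features. In simulated reads with 200 sequences changed 4-fold, of which 173 passed the filter, 170 were called in the right direction, and 12 of 2989 unchanged sequences were called. Each sequence was drawn independently, so deviations shared by the sequences of a library were not simulated. Recovery of changes smaller than 4-fold was not tested. Differential 6mer seed viability was the median viability of the reads gained at 18M minus that of the reads lost, over sequences with an unadjusted p under 0.05, each weighted by its difference in group mean. Per-library measures were compared with an exact two-sided permutation test, whose smallest possible p is 0.1 for 3 against 3. Lists of marker miRNAs, fixed in advance, were tested with fry and with camera. The lists were the miRNAs the study labelled, its neuron, glia and macrophage or lymphocyte miRNAs, and lists for neurons, oligodendrocytes, microglia and immune cells, vessels, erythrocytes, muscle, the miR-200 and miR-183 families, choroid plexus, pituitary, the chromosome 12 cluster and the let-7 family.

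Named miRNAs followed a rule: the 10 with the highest mean; among those with an adjusted p under 0.05 whose groups did not overlap, up to 5 with the largest gain and 5 with the largest loss in mean RPM; and the miRNAs the study labelled. Named read sequences were the 3 with the largest gain and the 3 with the largest loss in mean RPM among those with an unadjusted p under 0.05. Loci were found by an exact match of the first 20 bases of each miRNA's main read to the miRNA transcripts of GENCODE M21 (GRCm38), and 1043 of 1091 miRNA labels were placed. The annotation in the deposited table names another mouse build for mRNA matches, and none of its coordinates were used.

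Alternatives were pseudocounts of 0.1 and 5, means of at least 1 and 100 RPM, median-of-ratios scaling, the replicate number as a block, limma without the trend, edgeR 4.0.16 quasi-likelihood tests with TMM and DESeq2 1.42.0 on the recovered reads, other thresholds and read sets, and leaving out each library. Added after seeing the data were the edgeR exact test, a correction for the last 2 bases of the read, leaving out miR-136-5p, the alternatives for the number of seeds, division of the change in RPM by 1000 with rounding, and counting miRNAs in either annotation column. The planned viability from human cell lines was not run, since no such column was used here. Designs, lists and the other alternatives were fixed before the data were examined. Further tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.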

Results

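To ask how the content of the RISC changes with age, R-sRNAs of 3 young (2M) and 3 old (18M) mouse brains were compared. Between 19272046 and 25080484 reads were recovered per library, and the depths of the ages overlapped. The 143934 read sequences covered 4032 of the 4096 possible 6mer seeds and were 15 to 38 nt long. Reads of 21 to 23 nt made up 83.2% to 84.8% of each library. Sequences with a mean of at least 10 RPM numbered 3281 and held 94.1% of all reads.

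The first question was whether the total R-sRNAs of older brains carried seeds of lower viability. The median 6mer seed viability was 57.3% in each of the 6 libraries. This is the viability of AAGGCA, the seed of miR-124-3p, and reads with this seed made up 10.2% of all reads. The mean viability was 58.0% ± 0.105 (SD, n = 3) at 2M and 57.7% ± 0.249 (SD, n = 3) at 18M, a difference of -0.341 percentage points, and the groups did not overlap (exact permutation test, p = 0.1, the smallest p this design allows). The share of reads with a seed viability of at least 70% was 26.5% ± 0.496 (SD, n = 3) at 2M and 24.9% ± 0.937 (SD, n = 3) at 18M, again without overlap (exact permutation test, p = 0.1). Adjusted over the 7 measures compared per library, both p-values were 0.35. The difference in the mean was -0.198 points without 18M replicate 3. With a limit of 80% in place of 70%, the share differed by -0.338 points and the groups overlapped (exact permutation test, p = 0.5). The share of reads with a viability under 40% was 13.4% ± 0.192 and 13.1% ± 0.713 (SD, n = 3), and the groups overlapped (exact permutation test, p = 0.5). Without 18M replicate 2 its sign changed, to 0.0114 points. The choice that moved the median most was leaving out the 5 most abundant miRNAs, which gave a difference of -1.57 points. Of the change in the share of at least 70%, miR-125b-5p contributed -0.746 points and miR-136-5p -0.622 points, while miR-101a-3p contributed 0.256 points. For the mean viability, the largest terms of each sign were -0.159 points from miR-125b-5p and 0.156 points from miR-22-3p. The seed of miR-22-3p, AGCUGC, has a viability of 14.3%. miR-136-5p was at 26809 RPM in 2M replicate 2 and at 2718 to 10232 RPM in the other libraries. Without its reads, an alternative chosen after seeing the data, the groups overlapped: the difference was -0.259 points in the mean (exact permutation test, p = 0.4) and -1.12 points in the share of at least 70% (exact permutation test, p = 0.2).

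**Figure D1:**
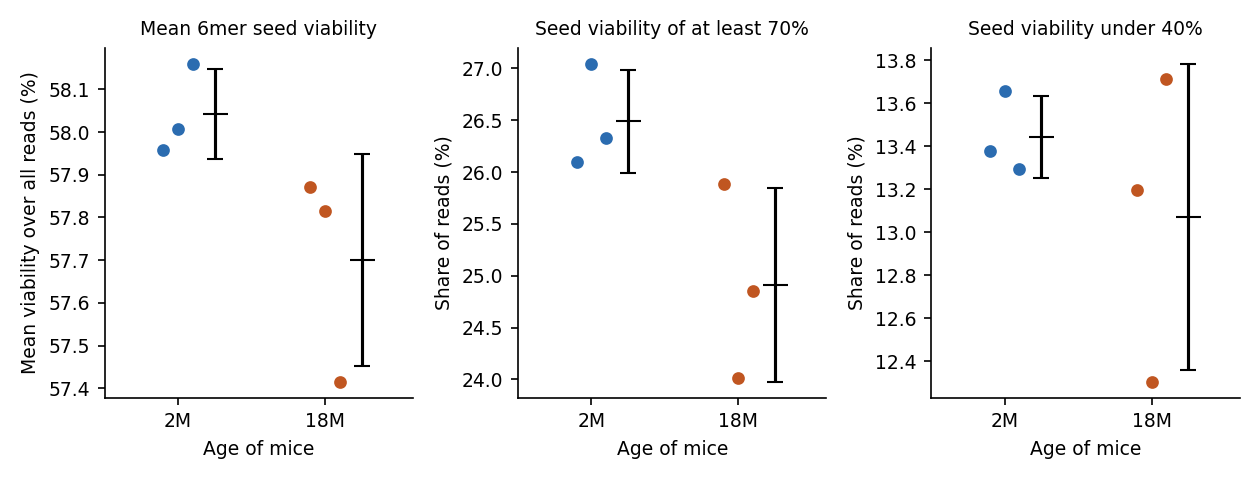
Each point is one library, by age, for the mean 6mer seed viability and the shares of reads with a viability of at least 70% or under 40%; bars are the mean and SD of 3 libraries, and the axes do not start at 0. The share of at least 70% was 26.1% or higher in 2M libraries and 25.9% or lower in 18M libraries.

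**Figure D2:**
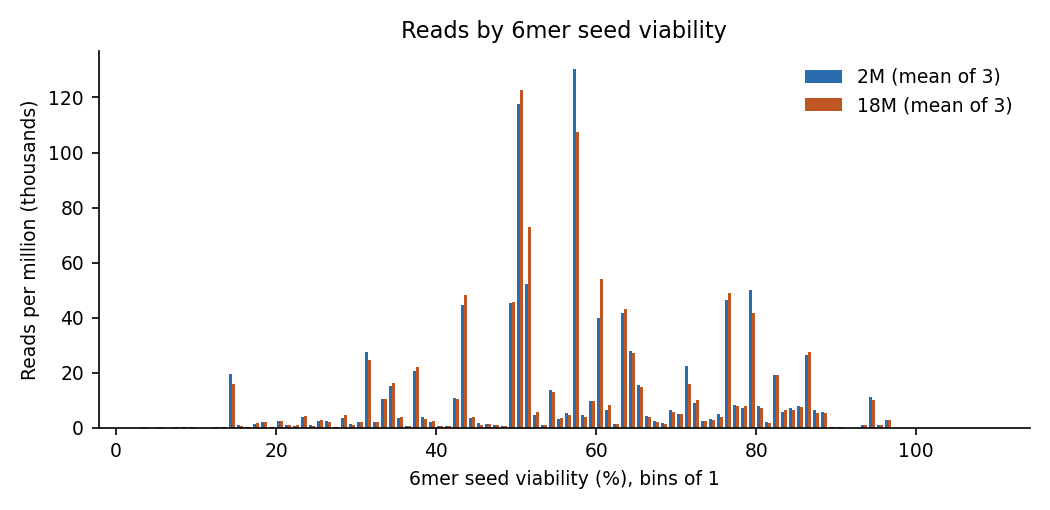
RPM, in units of 1000, against 6mer seed viability in bins of 1%, as the mean of 3 libraries per age. The bin of the miR-124-3p seed, 57.3%, was the highest at 2M.

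miRNAs made up nearly all R-sRNAs at both ages, which bears on whether ageing neurons make fewer miRNAs. By the miRNA annotation, their share was 96.1% ± 0.142 (SD, n = 3) at 2M and 96.0% ± 0.321 (SD, n = 3) at 18M (exact permutation test, p = 0.6). The measure is a share within each library and does not give the amount of miRNA per cell. A second annotation column puts each read in 1 of 8 classes and calls some of these reads mRNA. By that column, miRNAs were 93.3% ± 0.0980 at 2M and 93.8% ± 0.462 at 18M (SD, n = 3; exact permutation test, p = 0.3), a difference in the other direction. Of the 8 classes, 3 did not overlap between the ages, where chance gives 10% of classes. Reads called mRNA fell from 5.54% ± 0.141 to 4.92% ± 0.342, piRNA rose from 0.158% ± 0.00536 to 0.175% ± 0.00671, and miscRNA rose from 0.0355% ± 0.00488 to 0.0439% ± 0.00398 (SD, n = 3; exact permutation test, p = 0.1 each, and 0.267 adjusted over the 8 classes). Reads matched to tRNA were 0.548% ± 0.0434 at 2M and 0.657% ± 0.113 at 18M (SD, n = 3; exact permutation test, p = 0.2). G made up 24.8% ± 0.380 of the seed bases at 2M and 25.0% ± 0.576 at 18M (SD, n = 3; exact permutation test, p = 0.7). Among miRNA reads, 7.88% ± 0.117 at 2M and 7.70% ± 0.261 at 18M carried a seed other than the main seed of their miRNA (SD, n = 3; exact permutation test, p = 0.4).

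Next, single read sequences were compared between the ages. Of 3281 tested, 12 had an adjusted p under 0.05 with limma, 7 higher and 5 lower at 18M. At an unadjusted p under 0.05 there were 428, of which 276 were higher, against 164 that chance gives on average. The count rose to 151 with DESeq2 on the recovered reads and was 9 with the edgeR quasi-likelihood test. It was 0 in each of the 6 fits that left out a library, which had 258 to 564 sequences at an unadjusted p under 0.05. By change in mean RPM, the largest gains among sequences with an unadjusted p under 0.05 were TCTTTGGTTATCTAGCTGTAT of miR-9-5p (9749 ± 4828 to 18842 ± 3816 RPM, SD, n = 3), TAGCACCATCTGAAATCGGTT of miR-29a-3p (12284 ± 791 to 16712 ± 3261 RPM) and AGCTACATTGTCTGCTGGGTTT of miR-221-3p (3417 ± 585 to 5451 ± 1298 RPM). The largest losses were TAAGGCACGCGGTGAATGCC (24685 ± 5333 to 17085 ± 3751 RPM) and TAAGGCACGCGGTGAATGC (14519 ± 449 to 10516 ± 1315 RPM), both of miR-124-3p, and AAGCTGCCAGTTGAAGAACTGT of miR-22-3p (17482 ± 1350 to 13864 ± 1590 RPM). None of these 6 had an adjusted p under 0.05 in limma, and 3 of them had overlapping groups.

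With reads added up per miRNA, 15 of 466 miRNAs had an adjusted p under 0.05 with limma, 14 of them lower at 18M. At an unadjusted p under 0.05 there were 79, against 23.3 by chance, and 25.3% of these were higher at 18M. Median-of-ratios scaling, which moved the median log2 fold change of all miRNAs by 0.09, gave 14 with an adjusted p under 0.05 and 81 at the unadjusted threshold, of which 50.6% were higher. The direction of the many small changes thus depended on the scaling. The 5 largest losses in mean RPM among these 14 were as follows. miR-296-5p fell from 420 ± 108 to 97.0 ± 21.9 RPM (SD, n = 3; log2 fold change -2.10, SE 0.23, limma adjusted p = 0.0145). miR-298-5p fell from 170 ± 10.2 to 66.4 ± 10.9 RPM (log2 fold change -1.35, SE 0.14, limma adjusted p = 0.0145). miR-467a-5p, miR-322-5p and miR-412-5p had log2 fold changes of -0.97, -1.14 and -1.03, with limma adjusted p-values of 0.0307 to 0.0312. The single gain was miR-3102-3p, from 182 ± 11.9 to 277 ± 11.3 RPM (log2 fold change 0.60, SE 0.11, limma adjusted p = 0.0343). Leaving out a library kept the direction of these 6 in every fit, but left 0 to 15 miRNAs with an adjusted p under 0.05. The count was 0 without 2M replicate 2 (68 unadjusted) and without 2M replicate 3 (73 unadjusted).

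In GRCm38, Mir296 (chromosome 2, 174267047 to 174267125) and Mir298 (chromosome 2, 174267504 to 174267585) lay on the minus strand within no other gene of that strand. Mir322 (chromosome X, 53054255 to 53054349, minus strand) lay likewise. Mir412 (chromosome 12, 109743289 to 109743368, plus strand) was in an intron of the lincRNA Mirg. Mir3102 (chromosome 7, 100882306 to 100882409, minus strand) overlapped an exon of Arhgef17. Reads of miR-467a-5p matched 12 gene copies in an intron of Sfmbt2 on chromosome 2, so its value cannot be assigned to a single copy.

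**Figure D3:**
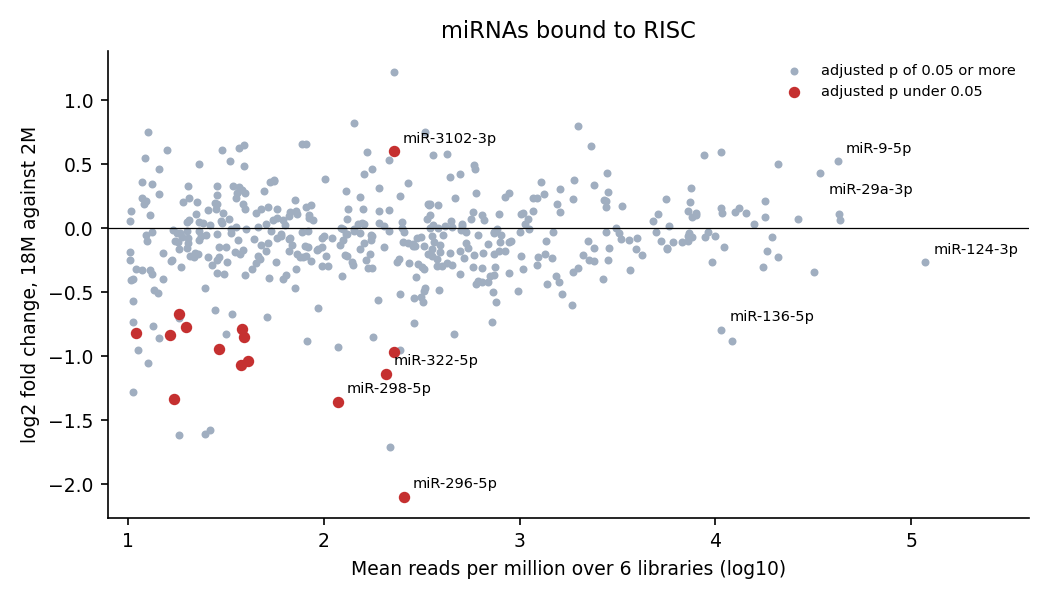
Each point is a miRNA: the log2 fold change at 18M against 2M, on log2(RPM + 1), against the log10 mean RPM over 6 libraries. Red points are the 15 with an adjusted p under 0.05, of which 14 lie below 0.

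The 10 most abundant miRNAs were miR-124-3p, miR-128-3p, miR-26a-5p, miR-9-5p, miR-29a-3p, miR-125b-5p, let-7c-5p, miR-29b-3p, miR-132-3p and miR-200a-3p. None had an adjusted p under 0.05 with limma on all 6 libraries, and their log2 fold changes lay between -0.34 (miR-125b-5p) and 0.53 (miR-9-5p). Without 18M replicate 2, limma called miR-124-3p (log2 fold change -0.44), miR-29a-3p (0.61) and miR-29b-3p (0.84), and DESeq2 on all libraries called miR-29a-3p (0.54). miR-124-3p was at 127630 ± 1386 RPM at 2M and 107560 ± 23232 RPM at 18M (SD, n = 3), with a log2 fold change of -0.17 without 18M replicate 3. Of the 7 miRNAs that the study labelled, 6 were higher at 18M: miR-29a-3p (log2 fold change 0.43), miR-29b-3p (0.50), miR-9-5p (0.53), miR-221-3p (0.57), miR-101a-3p (0.59) and miR-376a-3p (0.80). Some of these gains rested in part on 1 library: miR-376a-3p was at 0.44 and miR-29b-3p at 0.28 without 18M replicate 1, and miR-9-5p at 0.31 without 2M replicate 2. miR-136-5p was lower (-0.79), but its RPM at 2M was 13824 ± 11304 (SD, n = 3), and its log2 fold change was -0.16 without 2M replicate 2, -0.17 without 18M replicate 2 and -1.22 without 2M replicate 3. With limma, 3 of the 7 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, over all miRNAs or adjusted over the list alone. DESeq2 called 4 of them over all miRNAs, namely miR-29a-3p, miR-221-3p, miR-101a-3p and miR-376a-3p, and the edgeR exact test, added after seeing the data, called miR-101a-3p. That list was chosen on these libraries and is not independent evidence.

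The study compared gained and lost seeds with sequences weighted by their change in reads. A similar measure was computed here, with limma p-values, a filter of 10 RPM and weights by the change in RPM, so its value need not be that of the study's procedure. The median seed viability was 60.9% for the 276 gained sequences and 57.3% for the 152 lost ones, a difference of 3.60 points. These values are the seed viabilities of miR-9-5p and miR-124-3p, which gave 33.5% of the gained and 49.0% of the lost reads. Each of the 10 splits of the 6 libraries into 3 and 3 gave a difference at least as large in either direction. The other splits selected 41 to 241 sequences, against 428 for age, so their medians rested on fewer sequences. They are thus not a like-for-like comparison. Of 22 alternatives, 16 gave a positive and 6 a negative difference. The choice of test alone changed the sign, to -3.80 points without the trend in limma and -2.20 points with the edgeR exact test. With changes in RPM divided by 1000 and rounded, an alternative chosen after seeing the data, 8 gained and 5 lost sequences kept a weight and the difference was 3.60 points. Without 2M replicate 2 the difference was -18.5 points, and without 18M replicate 2 it was -6 points. The difference by age was no larger than in the other splits of these libraries, and its sign depended on single libraries and on the test. The study reported a lower median in old than in young brains, opposite to the main value here. It did so for these mice and for another set of mice, which was not examined here.

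**Figure D4:**
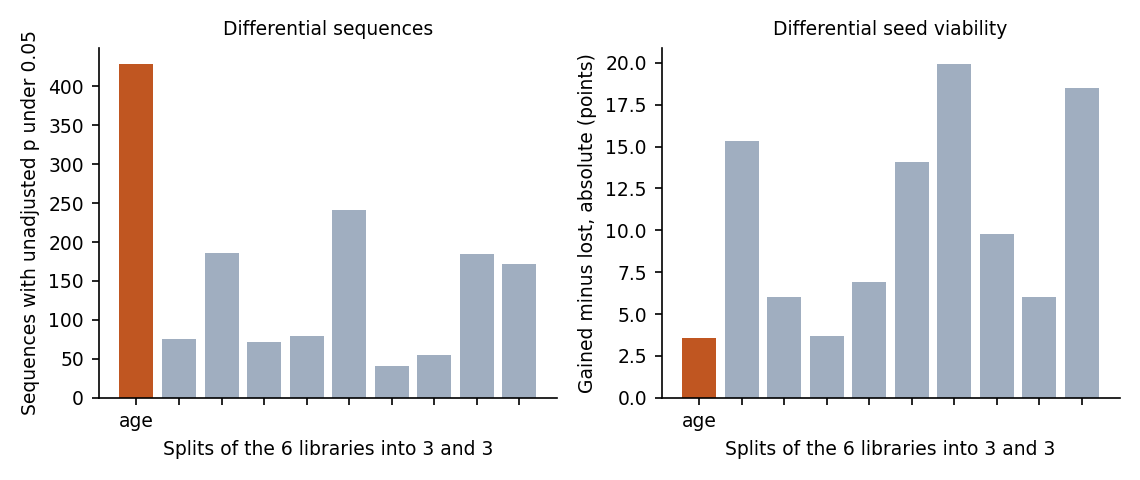
For each of the 10 splits of the 6 libraries into 3 and 3, the bars give the number of sequences with an unadjusted p under 0.05 and the absolute differential 6mer seed viability in points; the coloured bar is the split by age. Age gave the most sequences, 428, and the smallest difference, 3.60 points.

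With reads added up per seed, 10 of 1105 seeds with a mean of at least 10 RPM had an adjusted p under 0.05 with limma, 4 higher and 6 lower at 18M. At an unadjusted p under 0.05 there were 138, of which 46.4% were higher, against 55.2 by chance. Under median-of-ratios scaling these counts were 18 and 147, with 65.3% higher. Without 18M replicate 2, 38 seeds had an adjusted p under 0.05, and 0 did in the fits that left out any other library (79 to 143 unadjusted). The alternatives for these counts were chosen after the data were seen. The log2 fold change of the 1105 seeds was compared with their viability. Spearman's rho was -0.0515 across seeds, which are not independent replicates, and 6 of the 10 splits gave a rho at least as far from 0. It was -0.146 with seeds of at least 100 RPM and -0.0163 with seeds of at least 1 RPM. Leaving out a library gave -0.0834 (without 18M replicate 2) to -0.0234 (without 18M replicate 1).

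The lists of marker miRNAs asked whether the share of cell types or of dissected tissue differed. With fry, 0 of 15 lists had an adjusted p under 0.05, and 5 had an unadjusted p under 0.05. These were the study's labelled list (mean log2 fold change 0.38, 6 of 7 higher) and, all lower at 18M, the chromosome 12 cluster (-0.20), the study's glia list (-0.33), its macrophage or lymphocyte list (-0.20) and the erythrocyte list (-0.51, or -0.26 without 18M replicate 2). Their fry adjusted p was 0.0665 in each case. Under median-of-ratios scaling the 4 lower lists were at -0.11, -0.24, -0.11 and -0.42 in that order, and the macrophage or lymphocyte list was also at -0.11 with a mean of at least 1 RPM. The fry adjusted p of these 4 lists ranged from 0.0632 to 0.512 over the alternatives, the highest for the macrophage or lymphocyte list under that scaling. Camera with its preset correlation gave the labelled list an adjusted p of 0.00342, a call that did not hold under fry, where its adjusted p over the alternatives ranged from 0.0216 (without 18M replicate 2) to 0.416. The remaining lists had fry adjusted p-values of 0.370 to 0.948. The pituitary list had a mean log2 fold change of -1.16, -0.07 without 2M replicate 1 and -1.75 without 2M replicate 2.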

Values the study reported

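The study reported that miRNAs made up more than 96% of R-sRNAs in its comparison of 5XFAD Rubicon knockout brains with controls. It also stated that miRNAs form over 95% of the RISC content in most cells, neurons included.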

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

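The mean seed viability, the share of reads of at least 70% viability, the G content and the correlation of seed-level change with viability kept their direction under every alternative run for them, the replicate block included. The separation of the ages in the first 2 of these did not hold throughout. The mean viability overlapped without the 5 most abundant miRNAs (-0.422 points, exact p = 0.3) and without miR-136-5p (-0.259 points, exact p = 0.4). The share of high viability overlapped with a limit of 80% (-0.338 points, exact p = 0.5) and without miR-136-5p (-1.12 points, exact p = 0.2). With a library left out these differences ranged from -0.426 to -0.198 points (without 18M replicate 3) and from -2.06 to -1.13 points (without 18M replicate 2). No p-value of the per-library measures can fall under 0.1, so the calls of these runs say nothing about stability. The median difference, 0 in the main analysis, was -0.0333 points with sequences of at least 10 RPM, -1.57 points without the 5 most abundant miRNAs and -0.0333 points without miR-136-5p. Leaving out a library gave -0.694 (without 18M replicate 3) to 0.0114 points (without 18M replicate 2) for the share under 40%, -0.299 (without 18M replicate 2) to 0.0212 points (without 18M replicate 1) for the miRNA share, 0.0245 (without 18M replicate 2) to 0.565 points (without 18M replicate 1) for the G content, and -0.325 (without 18M replicate 2) to -0.0920 points (without 18M replicate 3) for the 5' isomiR share. The 5' isomiR share changed by 0.0279 points without the 5 most abundant miRNAs, against -0.175 points with all reads. The cause was not tested in these cases. The planned viability from human cell lines was not run.

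The number of sequences with an adjusted p under 0.05, 12 in the main analysis, was 20 with a mean of at least 1 RPM (16220 tested), 0 with at least 100 RPM (757 tested), 151 with DESeq2, 71 with the edgeR exact test and from 0 to 0 across the 6 fits that each left out a library. At the unadjusted threshold the counts were 1758 and 92 with those filters, and 258 (without 18M replicate 3) to 564 (without 18M replicate 2) with a library left out. The 15 miRNAs became 2 with at least 100 RPM, 43 with DESeq2, 29 with the edgeR exact test, and 0 to 15 with a library left out (0 without 2M replicate 2 or 3, 15 without 18M replicate 2). The unadjusted count with at least 100 RPM was 35. DESeq2 called all 15 and all 12 of the main calls. Fewer features were tested under the stricter filter, and fewer libraries when one was left out; the cause of the other changes was not tested. The share of unadjusted miRNA calls that were higher at 18M was 25.3% in the main analysis, 50.6% with median-of-ratios scaling, 42.3% with the edgeR quasi-likelihood test, 50% with DESeq2 and 40.3% with the edgeR exact test. For the seeds, the alternatives were chosen after seeing the data. The 10 seeds became 5 with at least 1 RPM, 4 with at least 100 RPM, 18 with median-of-ratios scaling, 4 without the trend in limma, 16 with the correction for the last 2 bases, and 0 to 38 with a library left out (38 without 18M replicate 2, 0 in each other case). Their unadjusted count, 138, was 252 and 44 with those filters, and 79 (without 18M replicate 3) to 188 (without 18M replicate 2) with a library left out. The share of these that were higher was 46.4% in the main analysis, 65.3% with median-of-ratios scaling and 65.6% with the edgeR quasi-likelihood test.

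Differential 6mer seed viability, 3.60 points in the main analysis, was -3.80 points without the trend in limma, -2.20 with the edgeR exact test, -2.40 with no p threshold, -1.80 without the 3 miRNAs that contribute most, and -18.5 (without 2M replicate 2) to 6.40 with a library left out. Its median sits on the seed of a single abundant miRNA on each side, so a small change in the set of sequences can move it. It stayed at 3.60 points with changes in RPM divided by 1000 and rounded. With an adjusted p under 0.05 it was 56.9 points, from 7 gained and 5 lost sequences.

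Replicate numbers are shared between the ages, but the libraries with the same number did not deviate together (correlations of -0.171, -0.222 and -0.101). No sign of pairing was thus seen. The labels give no batch, so a shared preparation of such libraries is not excluded. With the replicate block, 0 sequences (348 at the unadjusted threshold), 0 seeds (109 unadjusted) and 1 miRNA (63 unadjusted) had an adjusted p under 0.05, 0 marker lists and 1 group of neighbouring miRNA genes did, and the differential viability stayed at 3.60 points.

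One marker list had an adjusted p under 0.05 with camera, against 0 with fry, and 0 to 1 did with a library left out (the labelled list, without 18M replicate 2). Among the named miRNAs, leaving out a library lost 27 calls and made 3, all 3 without 18M replicate 2. A mean of at least 100 RPM lost 3 calls (miR-3102-3p, miR-322-5p and miR-467a-5p), while DESeq2 and the edgeR exact test made 5. The replicate block lost the calls of miR-298-5p, miR-322-5p, miR-467a-5p and miR-412-5p (limma adjusted p = 0.149 each) and of miR-3102-3p (0.17). There miR-296-5p kept its call (limma adjusted p = 0.0171). Among single miRNAs and lists, the sign changed for miR-200a-3p (0.022 with median-of-ratios scaling, 0.062 with either edgeR test, 0.072 with DESeq2) and for the lists of muscle (0.072 with at least 1 RPM, 0.057 with median-of-ratios scaling), neurons (0.057) and the miR-200 and miR-183 families (0.091) with that scaling, the last also with the correction for the last 2 bases (0.031). With a library left out, log2 fold changes ranged from -0.18 to 0.24 for miR-128-3p, -0.028 to 0.19 for let-7c-5p, -0.25 to 0.16 for miR-200a-3p, -0.24 to 0.18 for the muscle list, -0.29 to 0.077 for oligodendrocytes, -0.031 to 0.11 for let-7, -0.20 to 0.20 for the miR-200 and miR-183 families and -0.083 to 0.016 for neurons. The cause was not tested.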

Other observations

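The tests of a rise of all tRNA fragments, of a single tRNA, of the last bases across sequences, of the last bases of miR-7 reads, of the spread of miR-136-5p isomiRs after the end effect was taken off, and of the pituitary list were chosen after the result was seen. So were the splits for sequences, for seeds and for the differential viability. Age is the only group the design gives, so batch and age cannot be separated where libraries of one age were prepared together.

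The split by age was the only one of the 10 splits (1 of 10) to give as many sequences, as many seeds and as many miRNAs, at either threshold, and as many genomic clusters. The differential viability was reached in 10 of 10 splits, the correlation of seed-level change with viability in 6 of 10, and the number of marker lists (0) in 10 of 10. With 10 splits no share can fall under 0.1.

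Several groups of neighbouring miRNA genes were lower at 18M. miRNAs were grouped by position within 10 kb on the same strand of GRCm38, and groups with at least 4 tested members were tested with fry, which was done after single miRNAs had been seen. Of 17 groups, 3 had an adjusted p under 0.05. These were 16 miRNAs in an intron of Sfmbt2 (chromosome 2, 10465760 to 10518279; mean log2 fold change -0.72, 16 of 16 lower, total 954 ± 103 to 531 ± 57.2 RPM), 5 on chromosome X (53047997 to 53054349; -0.93, 1 of 5 higher, total 389 ± 9.35 to 185 ± 33.4 RPM) and 55 on chromosome 12 (109709060 to 109747960; -0.21, 9 of 55 higher, total 35869 ± 2708 to 32017 ± 2818 RPM, where the ages overlapped). Another group on chromosome 12 (109563692 to 109595388) had 18 miRNAs, 7 of them higher. Its mean log2 fold change was 0.00036 (fry adjusted p = 0.817), so the result on chromosome 12 holds for only 1 of its groups. Reads shared between copies would not explain the lower values of the 3 groups, since the same 3 groups were past the threshold with only miRNAs placed at 1 locus (6 miRNAs in the Sfmbt2 intron, mean log2 fold change -0.73). The same 3 groups were past it under median-of-ratios scaling, where the mean log2 fold change of the chromosome 12 group was -0.12, and they were among the 5 past it after correction for the last 2 bases. With a library left out it was 0 to 2, being 0 without 2M replicate 1, 2M replicate 3 or 18M replicate 3. An age difference in these loci remains a hypothesis, and a batch effect remains open.

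A class of tRNA fragments was higher at 18M. Fragments were classed by their own sequence and by the deposited annotation, since no separate tRNA annotation was at hand. The tRNA identities given here rest on these alone. Cytosolic tRNA reads ending in or shortly after the T-loop motif GTTC had a total of 514 ± 85.5 RPM at 2M and 1312 ± 201 RPM at 18M (SD, n = 3; log2 difference 1.35; exact permutation test, p = 0.1). Of 18 such sequences with a mean of at least 10 RPM, 17 were higher in all 18M libraries than in any 2M library and 0 lower. For a single sequence, chance gives 10% without overlap in either direction. Several of the 18 are end variants of the same fragment in the same libraries, so they are not independent and their number is no test. The fragment TAACCGAAAGGTTGGTGGTTCGA of tRNA-Asn-GTT rose from 51.3 ± 18.9 to 292 ± 92.7 RPM (SD, n = 3) and was singled out after its values were seen. Reads ending in CCA changed little, from 1212 ± 107 to 1224 ± 114 RPM. The ratio to the other cytosolic tRNA fragments rose by 1.28 (log2), which argues against a rise of all tRNA fragments. Without Asn-GTT the log2 difference was 0.92, and after correction for the last 2 bases it was 1.30. The motif was set after the sequences had been seen, so a specific gain of such fragments in the RISC with age is a candidate explanation only, and a batch effect remains open.

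2M replicate 1 may contain tissue of another kind. miR-375-3p was at 1124 RPM there and at 31.0 to 42.2 RPM in the others; miR-7a-5p was at 1397 against 254 to 314 RPM, and miR-7b-5p at 821 against 118 to 144 RPM. All 3 tested members of the pituitary list, fixed in advance, were over 2-fold above the highest other library, and 0 other miRNAs of 466 were. The other libraries had at most 3 miRNAs as far above the rest. The lowest fold among isomiRs of miR-375-3p was 22.2, which argues against the last bases of its reads as the cause. All 5 isomiRs of miR-7a-5p and all 4 of miR-7b-5p were higher there too, by unequal folds of 1.94 to 11.7 and 2.24 to 18.9. After correction for the last 2 bases the fold of the total was 4.26 for miR-7a-5p and 5.96 for miR-7b-5p, so the last 2 bases do not account for the rise. The lowest and the highest fold of each miRNA belonged to reads with the same TT end, which argues against the last 2 bases as the cause of the unequal folds too. In both miRNAs the longest read had the lowest fold (1.94 and 2.24), and every shorter read had a higher one. The cause of the unequal folds stays open. All 3 miRNAs were also present in the other 5 libraries, and a piece of pituitary in the dissection is a hypothesis. It bears on the pituitary list, whose mean log2 fold change went from -1.16 to -0.07 without that library.

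The isomiRs of miR-136-5p were unequal in 2M replicate 2. Their log2 deviation from the mean of the other libraries ran from -0.44 to 3.19 over 15 isomiRs, with the read ACTCCATTTGTTTTGATGATGGA at 12891 RPM against 446 to 2614 RPM elsewhere. The effect of the last 2 bases, estimated without miR-136-5p, correlated with these deviations at a Spearman rho of 0.097 (two-sided permutation test across isomiRs, 100000 resamples, p = 0.732). That effect ran only from -0.53 to 0.12 over these reads, while the 4 reads with the same GA end deviated by 0.43 to 3.19. The SD of the deviations was 0.875 before and 0.885 after the effect was taken off, above the 0.209 to 0.622 of the other libraries after the same step. This argues against the last 2 bases as the cause of the inequality, and its cause stays open. Over all sequences, the last 2 bases explained more of the deviation from the group mean than the first 2 bases did in 4 of 6 libraries, with 16.1% against 1.20% in 2M replicate 2 and 1.80% against 4.32% in 18M replicate 3. Whether ligation at the 3' end or RNA ends in the tissue lie behind this trend over all sequences cannot be told apart.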
